A study of Mus musculus with 12 samples.

How the data were processed

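Total RNA of mouse colonic organoids was sequenced in 12 libraries, 3 for each combination of genotype (WT or AhR-deficient, KO) and culture condition (stem cell medium with Wnt-3A, or 3 days without Wnt-3A). The deposited table holds 1 normalized count per gene and library (a signal made by the authors from gene counts), for 48795 Ensembl genes, 22677 of them at 0 in all 12 libraries. The submitters' processing notes name the GRCm38 genome, Bowtie2 (no version given), RSEM 1.2.11 and DESeq2 1.18.1. Neither a filter, the annotation nor the strand use of the counting is stated, so overlapping genes on opposite strands were not separable.

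Every value was a whole multiple of 1 step per library, between 0.539 and 2.27, within a tolerance of 0.05 of 1 read, for 100% of values, so reads per gene were recovered by dividing by that step. Recovered reads lay between 25.1 and 99.0 M per library, and normalized totals between 52.6 and 57.7 M. Where a group had no reads, an expected count of 3 reads per library was taken as its floor, which covers counting error only. The highest gene took 1.15% to 1.44% of the counts of its library. Median-of-ratios size factors recomputed from the table lay between 0.99979 and 1.0044, that is, the deposited values were already on that scale. Symbols, gene types and positions came from the GENCODE vM21 annotation of GRCm38, which matched 99.1% of the identifiers.

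Groups were taken from the sample titles. Genes with a normalized count of at least 10 in at least 3 libraries were tested (14856 genes). Values were log2-transformed with a pseudocount of 1 and fitted with limma 3.58.1 in R 4.3.3, with 4 group means and a mean-variance trend over all 12 libraries. The 5 contrasts were KO against WT in each culture condition, differentiated against stem cell condition in each genotype, and the interaction of genotype and condition. Tests were two-sided, and genes were called at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested. The overlap between the KO effects in both conditions was set against the number expected from the calls, and the slope of the KO on the WT response was given without a p-value and set against other splits of the samples. The level of Ahr was also compared by an exact permutation test within each condition. The design, gene lists, named-gene rule and the repeats below were fixed before the data were examined.

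The 29 gene lists covered AhR target genes, xenobiotic metabolism, intestinal stem cell, Wnt target genes, cell cycle, absorptive colonocyte, brush border, goblet and deep crypt secretory cell, enteroendocrine cell, tuft cell, Paneth and small intestinal cell, intestinal transcription factors, fetal-like and regenerative, YAP target genes, Notch pathway, epithelial defence, interferon response, MHC class II and antigen presentation, fatty acid oxidation and lipid handling, cholesterol synthesis, glycolysis and hypoxia, nuclear-encoded oxidative phosphorylation, mitochondrially encoded, amino acid and unfolded protein stress, immediate early and heat shock, basement membrane and adhesion, fibroblast and muscle, immune, blood and endothelial, and Y-linked genes with Xist. The last was a check of the samples and was not tested as a set. The other 28 were tested with camera at a preset correlation of 0.01, adjusted over the 28 lists within a contrast, with camera at an estimated correlation and fry beside it. Calls were also counted with p-values adjusted over the list alone.

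Genes named in the text followed a rule: for each contrast the 8 largest rises and 8 largest falls among called genes with a mean of at least 50 in at least 1 of the groups and no overlap between the libraries of the groups compared, which 3 against 3 libraries reach by chance for 10% of unchanged genes. For the interaction the rule took 4 genes each way without the overlap condition. Predicted genes and pseudogenes were not named. A panel of 25 genes and, for each list, up to 4 called members with the largest changes (or the 2 with the highest means) were named as well. A fold change against a group with no reads is a lower bound, set against a floor of 3 reads in each library, and genes with 3 reads or fewer in a group are given as levels only.

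The analysis was repeated with pseudocounts of 0.5 and 5, no filter (26118 genes), a mean of at least 50 (12179 genes), recomputed size factors, quantile normalization, a robust spread, edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0 on the recovered reads, only the groups compared, an added limit of 2-fold, the replicate number as a block, the same within genotype, and leaving out each library in turn. Where that leaves a group with fewer libraries, its spread is taken from the shared fit. Leaving out each library in turn was planned, while leaving WT stem library 1 out of comparisons that do not hold it, or out together with KO differentiated library 1, was chosen after seeing the data. Residuals of libraries with the same number were correlated to see whether the numbers paired the samples, which they did for KO stem and KO differentiated libraries only. A calling test on simulated data at the depth of these libraries, with changed genes of known fold, checked the procedure. No column of the table was left out. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for preparation and figures.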

Results

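The 12 RNA-seq libraries measured total RNA of mouse colonic organoids, which are epithelial structures grown from colon crypts in a gel matrix. Organoids came from wild-type (WT) C57BL/6 mice or from mice labelled AhR-deficient (KO). AhR, the aryl hydrocarbon receptor, is a transcription factor activated by ligands from diet, microbes and pollutants. They were cultured either in medium with Wnt-3A, EGF, Noggin and R-spondin-1 (the stem cell condition) or for 3 days without Wnt-3A (the differentiated condition), with 3 libraries in each of the 4 groups. The WT stem libraries held 33.1, 49.4 and 48.1 M reads assigned to genes, and the KO stem libraries 99, 72.3 and 51.8 M. The WT differentiated libraries held 75.7, 47.8 and 25.1 M, and the KO differentiated libraries 69.1, 50.2 and 78.1 M. The first principal component of the log2 values held 73.1% of the variance and separated the culture conditions, and the next components held 9.52% and 5.08%. Levels below are mean normalized counts over 3 libraries (± SD where given), and log2 changes (log2) are given ± SE from the limma fit of all 12 libraries. The labels do not state whether the 3 libraries of a group came from separate animals or cultures, so the p-values measure only the spread between these libraries.

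Ahr itself (ENSMUSG00000019256, chromosome 12, 35497974 to 35535038, GRCm38) was higher in the libraries labelled AhR-deficient than in WT, in both culture conditions. In the stem cell condition the WT libraries had 1762, 1746 and 1909 normalized counts and the KO libraries 2503, 2831 and 2690, a ratio of the means of 1.48 (limma log2 change 0.57 ± 0.08, adjusted p = 0.00208). In the differentiated condition WT had 2127, 2236 and 2260 and KO 3824, 3356 and 3110, a ratio of 1.55 (log2 change 0.63 ± 0.08, adjusted p = 5.97e-04). The exact two-sided permutation p was 0.1 in each condition, the smallest that 3 libraries against 3 can give. A count over the whole gene does not show whether the targeted part of Ahr was transcribed, so the genotype was read here through AhR target genes. Cyp1b1 (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061), a cytochrome P450 gene induced through AhR, fell in KO from 8144 to 416 (log2 -4.35 ± 0.23, adjusted p = 2.01e-06) in the stem cell condition and from 629 to 16.5 (log2 -5.19 ± 0.23, adjusted p = 4.39e-07) in the differentiated condition. Nqo1 (ENSMUSG00000003849, chromosome 8, 107388225 to 107403206), a quinone reductase gene, fell from 1851 to 503 (log2 -1.87 ± 0.19, adjusted p = 3.06e-04) and from 733 to 340.2 (log2 -1.15 ± 0.19, adjusted p = 0.00247) in these conditions. Tiparp, another AhR-induced gene, passed the test in neither condition (log2 -0.24 ± 0.40, adjusted p = 0.756 in the stem cell condition, -0.73 there without WT stem library 1, and log2 -0.89 ± 0.40, adjusted p = 0.119 in the differentiated condition). Cyp1a1 was near the floor, at 8.08 normalized counts (7 reads) in WT stem library 3, 0.539 in KO stem library 1 and 0 in the other 10 libraries. Ahrr, the AhR repressor gene, lay between 0 and 9.78 in all 12 libraries.

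**Figure D1:**
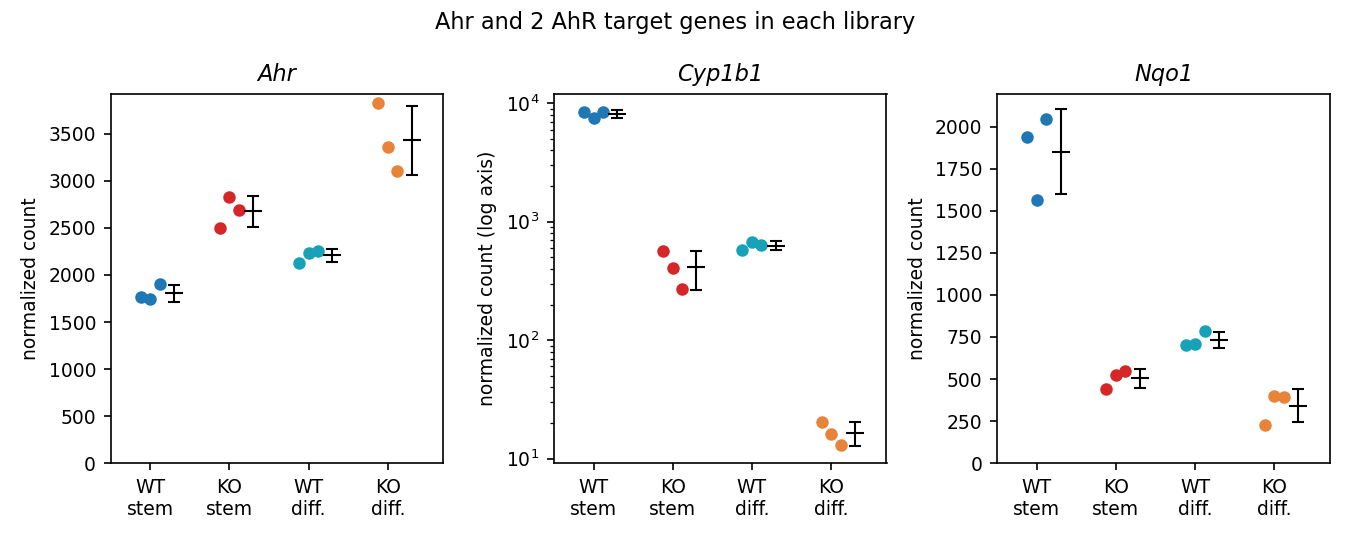
Normalized counts of Ahr, Cyp1b1 and Nqo1 in each of the 12 libraries (points) with the mean and SD of each group, on linear axes for Ahr and Nqo1 and a log axis for Cyp1b1.

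KO was first compared with WT in the stem cell condition, with Wnt-3A. Prkar2b (ENSMUSG00000002997, chromosome 12, 31958476 to 32061296), which encodes a regulatory subunit of protein kinase A, rose from 16.2 to 431 (log2 4.67 ± 0.36, adjusted p = 3.54e-05). Sftpd, which encodes the collectin surfactant protein D, rose from 121 to 1482 (log2 3.57 ± 0.33, adjusted p = 1.40e-04). Atp6v1c2, a vacuolar proton pump gene within 20 Mb of Ahr, like Prkar2b, rose from 76.8 to 1100.0 (log2 3.88 ± 0.43, adjusted p = 4.62e-04). Chit1, a chitinase gene with 1 read in the 3 WT libraries, rose from 0.369 ± 0.64 to 72.8 ± 15.5 (adjusted p = 1.92e-05). Cp, which encodes the ferroxidase ceruloplasmin, rose from 3.16 to 111 (log2 4.79 ± 0.56, adjusted p = 7.04e-04). Defb1, an epithelial beta-defensin gene, rose from 13.5 to 205 (log2 3.88 ± 0.44, adjusted p = 6.18e-04). Col14a1, a collagen gene, rose from 3.18 to 71.4 (log2 4.10 ± 0.48, adjusted p = 7.01e-04).

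Among genes that fell, Rec8 (ENSMUSG00000002324, chromosome 14, 55618037 to 55625395), a meiotic cohesin subunit gene, went from 327 ± 32.9 to 1.02 ± 1.76 (adjusted p = 3.75e-05), the KO libraries holding 3 reads in all. Capn11, a calpain protease gene, had no reads in the KO libraries and was at least 44.2-fold lower than in WT at a floor of 3 reads per library (101 ± 54.9 in WT, adjusted p = 2.55e-04). Trim9, a ubiquitin ligase gene, fell from 87.1 ± 31.1 to 0.339 ± 0.588 (adjusted p = 9.76e-06), with 1 read in KO, and Gpr37l1, which encodes a G protein-coupled receptor, fell from 566 to 8.42 (log2 -5.70 ± 0.47, adjusted p = 6.18e-05). Cd55b, a paralog of the complement inhibitor gene Cd55, fell from 207 ± 54.8 to 2.07 ± 0.613 (adjusted p = 6.40e-07). The glucuronosyltransferase gene Ugt1a6a fell from 258 to 10.3 (log2 -4.72 ± 0.48, adjusted p = 2.82e-04). Ugt1a7c, of the same family, fell from 3123 to 188 (log2 -4.13 ± 0.34, adjusted p = 6.18e-05). Ugt1a genes share their last exons, and Cd55b is close in sequence to Cd55, so the counts of these members may not be separable and are uncertain. Each gene of these 2 paragraphs kept its call without any 1 of the 6 libraries compared, and all 3 KO libraries lay on one side of all 3 WT libraries, as 10% of unchanged genes would by chance.

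In all, 976 of 14856 genes were called in the stem cell condition, 517 up and 459 down, and 342 of them changed over 2-fold (3658 genes had an unadjusted p under 0.05). Of the 976, 53.0% rose. The edgeR test called 635 up and 308 down, 811 of the 943 shared. DESeq2 gave 840 up and 1144 down, and quantile normalization 573 up and 346 down. This count rested on single libraries: it was 495 without WT stem library 2, 363 without KO stem library 1 and 401 without KO stem library 2, and 1365 without WT stem library 1, with 798 of the 976 kept.

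Some colonocyte genes were lower in KO already in the stem cell condition. In the absorptive colonocyte list 1 of 29 rose and 9 fell (1 and 13 adjusted over the list alone). Its median was -1.26 (camera adjusted p = 1.86e-04, adjusted p = 0.692 with an estimated correlation). Car1 (ENSMUSG00000027556, chromosome 3, 14766216 to 14808368), a carbonic anhydrase gene, fell from 173 to 14.3 (log2 -3.39 ± 0.45, adjusted p = 0.00166). Also lower were Guca2a (-3.61 ± 0.42, adjusted p = 6.47e-04), which encodes guanylin, and Slc9a3 (-3.12 ± 0.39, adjusted p = 0.00118), a sodium-proton exchanger gene. With WT stem library 1 left out, 14 of them fell and the median was -1.80. In the brush border list 0 of 20 rose and 2 fell (0 and 2 adjusted over the list alone). Its median was -0.24 (camera adjusted p = 0.0634, adjusted p = 0.785 with an estimated correlation), so the list was not called. Without WT stem library 1, 8 of its members fell (adjusted p = 0.001). In the intestinal transcription factor list 0 of 28 rose and 7 fell (3 and 7 adjusted over the list alone). Its median was -0.21 (camera adjusted p = 0.0357, adjusted p = 0.692 with an estimated correlation), and -0.37 without WT stem library 1. Cdx1 (ENSMUSG00000024619, chromosome 18, 61018862 to 61036199), a homeobox gene of intestinal identity, fell from 4255 to 747 (log2 -2.52 ± 0.22, adjusted p = 1.07e-04), as did the nuclear receptor genes Nr1i2 (-2.52 ± 0.31, adjusted p = 9.65e-04) and Nr1h4 (-1.64 ± 0.30, adjusted p = 0.0098). Calls were lost for the list intestinal transcription factors, KO vs WT, stem (adjusted p = 0.241 and 0.072 without WT stem library 2 or WT stem library 3). In the goblet and deep crypt secretory cell list 0 of 21 rose and 5 fell (1 and 7 adjusted over the list alone). Its median was -0.45 (camera adjusted p = 0.0332, adjusted p = 0.692 with an estimated correlation), and the adjusted p without WT stem library 2 was 0.234. One of them was Sytl2 (-1.88 ± 0.32, adjusted p = 0.00596), and Tff3, a goblet cell trefoil factor gene, had a log2 change of -2.14 ± 0.47 (adjusted p = 0.0224, call lost without WT stem library 2, KO stem library 1 or KO stem library 2, highest adjusted p = 0.0689).

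In the AhR target list 0 of 7 rose and 3 fell (0 and 4 adjusted over the list alone). Its median was -0.71 (camera adjusted p = 1.21e-04, adjusted p = 0.0977 with an estimated correlation). Cyp1b1, Ugt1a6a and Nqo1 were the 3 that fell. In the interferon response list 7 of 32 rose and 0 fell (17 and 0 adjusted over the list alone). Its median was 0.35 (camera adjusted p = 4.90e-11, adjusted p = 0.669 with an estimated correlation). The antiviral gene Ifi44 (0.85 ± 0.16, adjusted p = 0.0108, call lost without KO stem library 1, highest adjusted p = 0.0569) was among them. When WT stem library 1 was left out, 5 genes of this list rose. In the MHC class II and antigen presentation list 2 of 13 rose and 0 fell (2 and 0 adjusted over the list alone). Its median was 0.18 (camera adjusted p = 0.0117, adjusted p = 0.692 with an estimated correlation), and the adjusted p without WT stem library 1 was 0.16. In the fetal-like and regenerative list 6 of 20 rose and 1 fell (10 and 1 adjusted over the list alone). Its median was 0.34 (camera adjusted p = 3.07e-04, adjusted p = 0.669 with an estimated correlation), and 8 rose and 4 fell without WT stem library 1. The keratin gene Krt4 (1.25 ± 0.19, adjusted p = 0.00324) rose. In the YAP target list 5 of 23 rose and 1 fell (6 and 2 adjusted over the list alone). Its median was 0.21 (camera adjusted p = 0.0101, adjusted p = 0.692 with an estimated correlation), and the adjusted p without WT stem library 2 was 0.0606. In the tuft cell list 0 of 11 rose and 0 fell (0 and 0 adjusted over the list alone). Its median was 0.43 (camera adjusted p = 0.0289, adjusted p = 0.385 with an estimated correlation). A call was lost for the list tuft cell, KO vs WT, stem (adjusted p = 0.139 without WT stem library 1) and also with quantile normalization (adjusted p = 0.0951).

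The cell cycle list was lower as a set in KO stem organoids, although 0 of 30 rose and 1 fell (0 and 1 adjusted over the list alone). Its median was -0.29 (camera adjusted p = 1.21e-04, adjusted p = 0.692 with an estimated correlation). Without WT stem library 1 no member fell, and the median was -0.15 (adjusted p = 0.0327). Ascl2, a stem cell transcription factor gene, had a log2 change of -0.71 ± 0.18 (adjusted p = 0.0401, call lost without any 1 of 4 libraries, highest adjusted p = 0.147), while the stem cell receptor gene Lgr5 was not called (log2 0.20 ± 0.32, adjusted p = 0.731, and -0.27 without WT stem library 1). In the cholesterol synthesis list 0 of 22 rose and 0 fell (0 and 0 adjusted over the list alone). Its median was -0.24 (camera adjusted p = 0.0101, adjusted p = 0.784 with an estimated correlation). In the nuclear-encoded oxidative phosphorylation list 0 of 28 rose and 0 fell (0 and 0 adjusted over the list alone). Its median was -0.12 (camera adjusted p = 9.72e-04, adjusted p = 0.692 with an estimated correlation), and quantile normalization gave adjusted p = 0.0575. No list in any of the 5 comparisons kept its camera call with an estimated correlation. The glycolysis and hypoxia list, with 0 of 23 members called, had a median of 0.04 (camera adjusted p = 0.324). That median without WT stem library 1 was -0.30 (adjusted p = 0.00168). Calls with a higher median came for the list glycolysis and hypoxia, KO vs WT, stem (adjusted p = 0.0102 and 0.0147 without WT stem library 2 or WT stem library 3). The mitochondrially encoded and the amino acid stress lists were called without WT stem library 1 (adjusted p = 0.0162 and 0.0315, against 0.0757 and 0.652). The former was also called without KO stem library 2.

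The other lists were not called in the stem cell condition, and single members moved in some of them. These were xenobiotic metabolism (2 up and 6 down of 28, median -0.04, camera adjusted p = 0.637) and intestinal stem cell (1 up and 3 down of 18, median -0.09, camera adjusted p = 0.682). So were Wnt target genes (0 up and 1 down of 16, median 0.08, camera adjusted p = 0.552) and enteroendocrine cell (0 up and 1 down of 11, median -0.36, camera adjusted p = 0.202). The epithelial defence list as a whole had a median of -0.11 and a mean of 0.02, opposite in sign, and was not called (camera adjusted p = 0.777). The lists of fatty acid oxidation, Paneth cell, Notch, immediate early and basement membrane genes were not called either (lowest camera adjusted p = 0.104). For the immediate early list the mean was 0.02, opposite in sign to its median and test, and for the basement membrane list the mean and test were above 0 and the median just below it. Members with no reads in a group left the medians within 0.05 when those at or under the floor in both groups were left out, except in the immune list (given below) and the enteroendocrine list, where 5 of 11 members were at or under the floor in both groups and the median of the others was -0.49.

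WT stem library 1 stood apart from its group in transcripts typical of fibroblasts. Vim, an intermediate filament gene, had 13196 normalized counts there and at most 356 in the other 11 libraries, and the collagen gene Col1a1 had 4788 against at most 159. The matrix genes Col1a2, Fbn1, Sparc and Col3a1 had 1660, 1247, 717 and 321 in this library, while Dcn and Lum, also fibroblast genes, had 0. KO stem library 3 stood apart in the same genes at lower levels, with Vim at 356, Col1a1 at 159, Col1a2 at 41.7 and Fbn1 at 40.7. In the fibroblast and muscle list, 3 members were measured and the median change in KO was -1.23 in the stem cell condition (camera adjusted p = 0.212), against 1.93 without this library. KO stem library 3 stood out here too, as the other KO stem libraries had 37.2 and 16.1 counts of Vim and 11.3 and 7.34 of Col1a1. Pdgfrb, a receptor gene of this list, fell from 73.8 to 16 (log2 -2.12 ± 0.33, adjusted p = 0.00416) with that library in the fit and kept its call without it (adjusted p = 0.00872). The list of immune, blood and endothelial genes had a median of 0.18, a mean of -0.01 and camera adjusted p = 0.778 over 4 members. The median was -0.44 with 1 member at or under the floor in both groups left out, and 0.07 without WT stem library 1. Of the Y-linked genes, Ddx3y and Eif2s3y had 27.7 and 21.2 normalized counts in this library and 0 in the other 11. Kdm5d lay between 9.90 and 29.5 in all 12 libraries (13.0 in this one), and Uty had reads in 9 of them, at most 9.78. Xist was not called between genotypes (log2 -0.17 ± 0.15, adjusted p = 0.529). In this library 286 processed pseudogenes were at least 10-fold above the mean of the other WT stem libraries, against at most 14 (KO stem library 3) for any other library and its group mates.

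**Figure D2:**
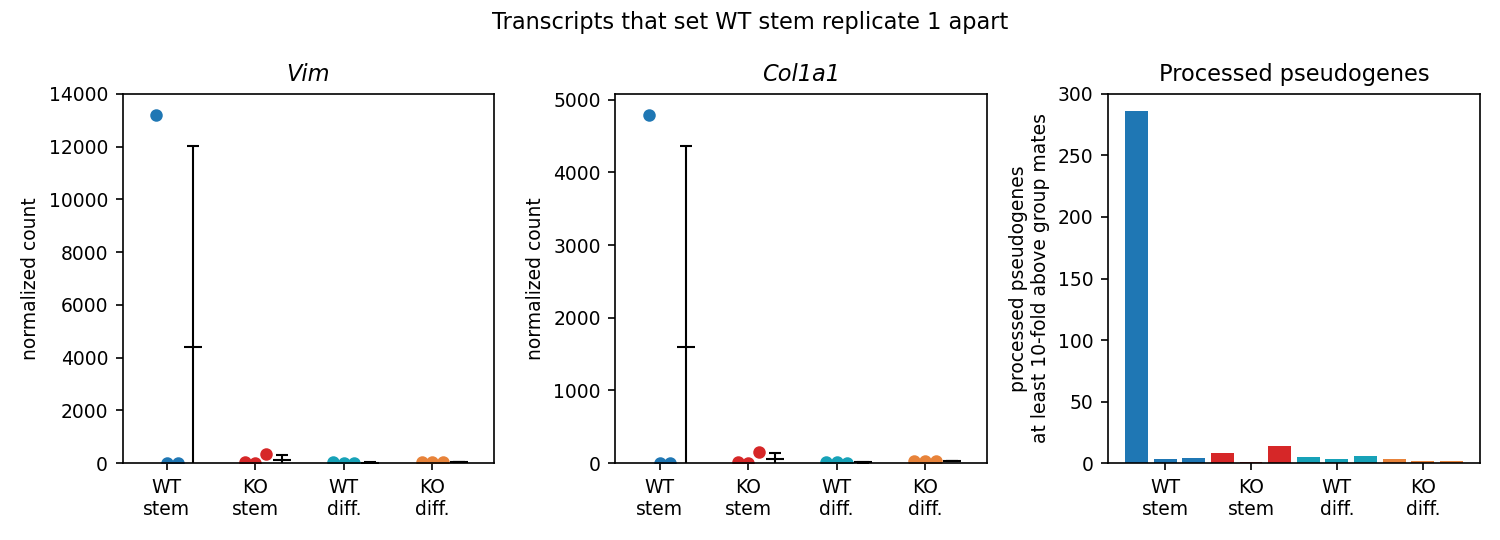
Normalized counts of Vim and Col1a1 in each library with the mean and SD of each group, and the number of processed pseudogenes at least 10-fold above the mean of the other libraries of the group (bars).

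KO was then compared with WT in the differentiated condition, without Wnt-3A. Cp again rose from 2.93 to 199 (log2 5.49 ± 0.56, adjusted p = 2.10e-04). Prkar2b rose from 19 to 324 (log2 3.96 ± 0.36, adjusted p = 1.08e-04). Sftpd rose from 26.6 to 250.5 (log2 3.16 ± 0.33, adjusted p = 2.20e-04). Pik3cg, a phosphoinositide 3-kinase subunit gene also near Ahr, rose from 19.7 to 311 (log2 3.96 ± 0.40, adjusted p = 1.84e-04). Adcy3, an adenylyl cyclase gene, rose from 6.88 to 72.7 (log2 3.29 ± 0.54, adjusted p = 0.00219). Pstpip1, a cytoskeletal adaptor gene, rose from 3.47 ± 1.13 to 54.8 ± 20.2 (adjusted p = 2.20e-04). Rgs5, a regulator of G protein signalling, rose from 9.53 to 87.9 (log2 2.99 ± 0.42, adjusted p = 0.00112).

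Capn11 was at least 86.9-fold lower in differentiated KO organoids, with no reads in KO against 218 ± 185 in WT (adjusted p = 1.06e-04), and Rec8 fell from 391 to 3.14 (log2 -6.77 ± 0.60, adjusted p = 1.06e-04). Cd55b fell from 155 to 2.74 (log2 -5.36 ± 0.29, adjusted p = 2.03e-06). Gpr37l1 fell from 504 to 18 (log2 -4.76 ± 0.47, adjusted p = 1.75e-04). Slc8a1, a sodium-calcium exchanger gene, fell from 403 to 26.6 (log2 -3.86 ± 0.60, adjusted p = 0.00176). Hsd3b3, a hydroxysteroid dehydrogenase gene, fell from 1008 to 78 (log2 -3.79 ± 0.47, adjusted p = 5.73e-04). Slc15a2, a peptide transporter gene, had a log2 change of -5.01 ± 1.45 (adjusted p = 0.0262, call lost without any 1 of 5 libraries, highest adjusted p = 0.0844). In all, 4103 genes were called, 2045 up and 2058 down, and 940 changed over 2-fold. The count was 2557 without WT differentiated library 1, 2233 without library 3 and 2421 without KO differentiated library 1, and 5699 when WT stem library 1 was left out of the shared fit, with all 4103 kept.

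Most absorptive colonocyte genes were lower in differentiated KO organoids. In that list 0 of 29 rose and 21 fell (1 and 23 adjusted over the list alone). Its median was -1.91 (camera adjusted p = 2.90e-09, adjusted p = 0.405 with an estimated correlation). Krt20, a keratin gene of the upper crypt, fell from 27100.0 to 7100.3 (log2 -2.07 ± 0.44, adjusted p = 0.00684). Car1 fell from 84448 to 18522 (log2 -2.29 ± 0.45, adjusted p = 0.00501). Fabp2, an intestinal fatty acid-binding protein gene (ENSMUSG00000023057, chromosome 3, 122895072 to 122899506), fell from 659 to 82.6 (log2 -3.03 ± 0.38, adjusted p = 5.89e-04). Car4 (-3.40 ± 0.67, adjusted p = 0.00478) fell too. KO differentiated library 1 stood apart here, with Krt20 at 3248 against 9106 and 8947 in its group mates, Slc26a3 at 54.9 against 329 and 343, and a second principal component of -58.6 against -30.1 and -24.4. The list median was -1.42 without this library, and the list stayed called. The water channel gene Aqp8 and the chloride exchanger gene Slc26a3 had log2 changes of -3.49 ± 0.84 (adjusted p = 0.0116, call lost without WT differentiated library 3, highest adjusted p = 0.0564) and -2.69 ± 0.66 (adjusted p = 0.0124, call lost without WT differentiated library 3, highest adjusted p = 0.0578). In the brush border list 0 of 20 rose and 17 fell (0 and 17 adjusted over the list alone). Its median was -0.58 (camera adjusted p = 1.19e-07, adjusted p = 0.405 with an estimated correlation). Among them Tmigd1 (-2.17 ± 0.45, adjusted p = 0.00644), Myo1a (-1.50 ± 0.28, adjusted p = 0.00393) and the villin gene Vil1 (-0.45 ± 0.08, adjusted p = 0.00337) were lower. In the intestinal transcription factor list 4 of 28 rose and 14 fell (4 and 14 adjusted over the list alone). Its median was -0.43 (camera adjusted p = 0.00325, adjusted p = 0.425 with an estimated correlation). Among them Vdr (-1.73 ± 0.34, adjusted p = 0.00457), the vitamin D receptor gene, Cdx1 (-1.03 ± 0.22, adjusted p = 0.00745), Cdx2 (-0.66 ± 0.16, adjusted p = 0.0109) and Hnf4a (-0.80 ± 0.15, adjusted p = 0.004) were lower. In the enteroendocrine list 0 of 11 rose and 2 fell (0 and 0 adjusted over the list alone). Its median was -0.74 (camera adjusted p = 0.0382, adjusted p = 0.425 with an estimated correlation). The call was lost for the list enteroendocrine cell, KO vs WT, differentiated (adjusted p = 0.0725, 0.0855 and 0.139 without WT differentiated library 1, WT differentiated library 3 or KO differentiated library 1). It was also lost when WT stem library 1 was left out of the shared fit (adjusted p = 0.0628).

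Some genes of the crypt base were higher in differentiated KO organoids. In the intestinal stem cell list 7 of 18 rose and 2 fell (10 and 2 adjusted over the list alone). Its median was 0.27 (camera adjusted p = 0.00605, adjusted p = 0.405 with an estimated correlation). Ascl2 (ENSMUSG00000009248, chromosome 7, 142966829 to 142969264) rose from 71.2 to 151 (log2 1.07 ± 0.18, adjusted p = 0.00244), as did Smoc2 (2.12 ± 0.35, adjusted p = 0.00238) and Tnfrsf19 (2.50 ± 0.30, adjusted p = 5.03e-04). Lgr5, the R-spondin receptor gene of stem cells, was 1868 ± 62 in WT and 3788 ± 227 in KO (log2 change 1.02 ± 0.32, adjusted p = 0.035, call lost without any 1 of 6 libraries, highest adjusted p = 0.102). In the Wnt target list 9 of 16 rose and 0 fell (9 and 0 adjusted over the list alone). Its median was 0.64 (camera adjusted p = 2.64e-05, adjusted p = 0.358 with an estimated correlation). Among them Sp5 (1.31 ± 0.22, adjusted p = 0.00225) and the feedback inhibitor gene Axin2 (0.70 ± 0.13, adjusted p = 0.00422) were higher. In the cell cycle list 20 of 30 rose and 1 fell (23 and 1 adjusted over the list alone). Its median was 0.49 (camera adjusted p = 6.01e-07, adjusted p = 0.425 with an estimated correlation). Among them Foxm1 (0.76 ± 0.12, adjusted p = 0.00175), a mitotic transcription factor gene, Bub1 (0.68 ± 0.12, adjusted p = 0.0034) and the cyclin gene Ccnb1 (0.65 ± 0.14, adjusted p = 0.00748) were higher. Mki67, a proliferation marker gene, was not called (log2 0.24 ± 0.24, adjusted p = 0.47). In the Notch pathway list 5 of 15 rose and 0 fell (6 and 0 adjusted over the list alone). Its median was 0.31 (camera adjusted p = 0.00431, adjusted p = 0.425 with an estimated correlation).

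Members of metabolic and interferon lists fell. In the AhR target list 1 of 7 rose and 4 fell (2 and 5 adjusted over the list alone). Its median was -1.15 (camera adjusted p = 0.0149, adjusted p = 0.358 with an estimated correlation), with Gsta1 (-1.41 ± 0.28, adjusted p = 0.00514), a glutathione transferase gene close in sequence to Gsta2, among those that fell. In the xenobiotic metabolism list 4 of 28 rose and 17 fell (4 and 19 adjusted over the list alone). Its median was -1.21 (camera adjusted p = 1.43e-04, adjusted p = 0.425 with an estimated correlation). Among them Cyp2c55 (-2.63 ± 0.57, adjusted p = 0.00726), Ugt1a1 (-2.17 ± 0.50, adjusted p = 0.00952) and Cyp4f14 (-1.92 ± 0.39, adjusted p = 0.00577) were lower, of which Cyp2c55 and Ugt1a1 have close paralogs. In the interferon response list 0 of 32 rose and 20 fell (1 and 22 adjusted over the list alone). Its median was -0.59 (camera adjusted p = 4.38e-08, adjusted p = 0.425 with an estimated correlation). The antiviral genes Ifit1 (-1.66 ± 0.27, adjusted p = 0.00194), Ifit2 (-2.08 ± 0.34, adjusted p = 0.00221), Ifit3 (-1.55 ± 0.32, adjusted p = 0.00639) and Ddx60 (-1.53 ± 0.19, adjusted p = 5.98e-04) fell, the Ifit genes being similar in sequence. In the fatty acid oxidation and lipid handling list 1 of 26 rose and 14 fell (1 and 16 adjusted over the list alone). Its median was -0.30 (camera adjusted p = 2.58e-05, adjusted p = 0.358 with an estimated correlation). In the cholesterol synthesis list 0 of 22 rose and 16 fell (0 and 19 adjusted over the list alone). Its median was -0.47 (camera adjusted p = 3.13e-07, adjusted p = 0.425 with an estimated correlation). In the glycolysis and hypoxia list 0 of 23 rose and 1 fell (0 and 0 adjusted over the list alone). Its median was -0.44 (camera adjusted p = 0.00172, adjusted p = 0.662 with an estimated correlation), and 16 members fell when WT stem library 1 was left out of the shared fit. In the nuclear-encoded oxidative phosphorylation list 0 of 28 rose and 6 fell (0 and 4 adjusted over the list alone). Its median was -0.13 (camera adjusted p = 0.00222, adjusted p = 0.554 with an estimated correlation). For this list quantile normalization gave adjusted p = 0.34 with a median of -0.04.

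Most lists not called in the differentiated condition held changed members. Uncalled were goblet and deep crypt secretory cell (1 up and 3 down of 21, median -0.37, camera adjusted p = 0.121) and tuft cell (3 up and 0 down of 11, median 0.44, camera adjusted p = 0.184). The same applied to fetal-like and regenerative (6 up and 3 down of 20, median 0.07, camera adjusted p = 0.431), YAP target genes (6 up and 2 down of 23, median 0.32, camera adjusted p = 0.121) and MHC class II and antigen presentation (2 up and 4 down of 13, median -0.27, camera adjusted p = 0.0514). Calls were gained by the list goblet and deep crypt secretory cell, KO vs WT, differentiated (adjusted p = 0.0297 and 0.0349 without KO differentiated library 2 or KO differentiated library 3). The same held for the list MHC class II and antigen presentation, KO vs WT, differentiated (adjusted p = 0.0421 and 0.0349 without KO differentiated library 2 or KO differentiated library 3). The YAP list was called without KO differentiated library 3 and with quantile normalization. Also uncalled were epithelial defence (3 up and 4 down of 21, median -0.19, camera adjusted p = 0.478) and Paneth and small intestinal cell (1 up and 2 down of 9, median -0.57, camera adjusted p = 0.478). Others were amino acid and unfolded protein stress (4 up and 1 down of 22, median 0.10, camera adjusted p = 0.184) and basement membrane and adhesion (1 up and 3 down of 19, median 0.04, camera adjusted p = 0.98). A call was gained by the list amino acid and unfolded protein stress, KO vs WT, differentiated (adjusted p = 0.0459 without KO differentiated library 1). The remaining lists were immediate early and heat shock (2 up and 2 down of 16, median 0.11, camera adjusted p = 0.412) and mitochondrially encoded (0 up and 0 down of 13, median -0.01, camera adjusted p = 0.589). Last came fibroblast and muscle (0 up and 1 down of 3, median 0.89, camera adjusted p = 0.431) and immune, blood and endothelial (0 up and 0 down of 4, median -0.23, camera adjusted p = 0.989). Camera pointed down for the basement membrane and fibroblast lists and up for the immune list, against the sign of their medians.

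Both culture conditions shared 477 genes called the same way in KO, 271 up and 206 down, where 135 were expected from the numbers called, and 57 were called in opposite directions. Across the 14856 genes, which are not independent replicates, the log2 changes of the 2 conditions had a correlation of 0.479. Shared genes included Cyp1b1, Nqo1, Ugt1a6a, Rec8, Capn11, Cd55b, Gpr37l1, Cdx1 and Car1 (lower) and Cp, Prkar2b and Sftpd (higher). The overlap was 298 without WT stem library 2, 246 without KO stem library 1, 256 without KO stem library 2 and 763 without WT stem library 1.

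**Figure D3:**
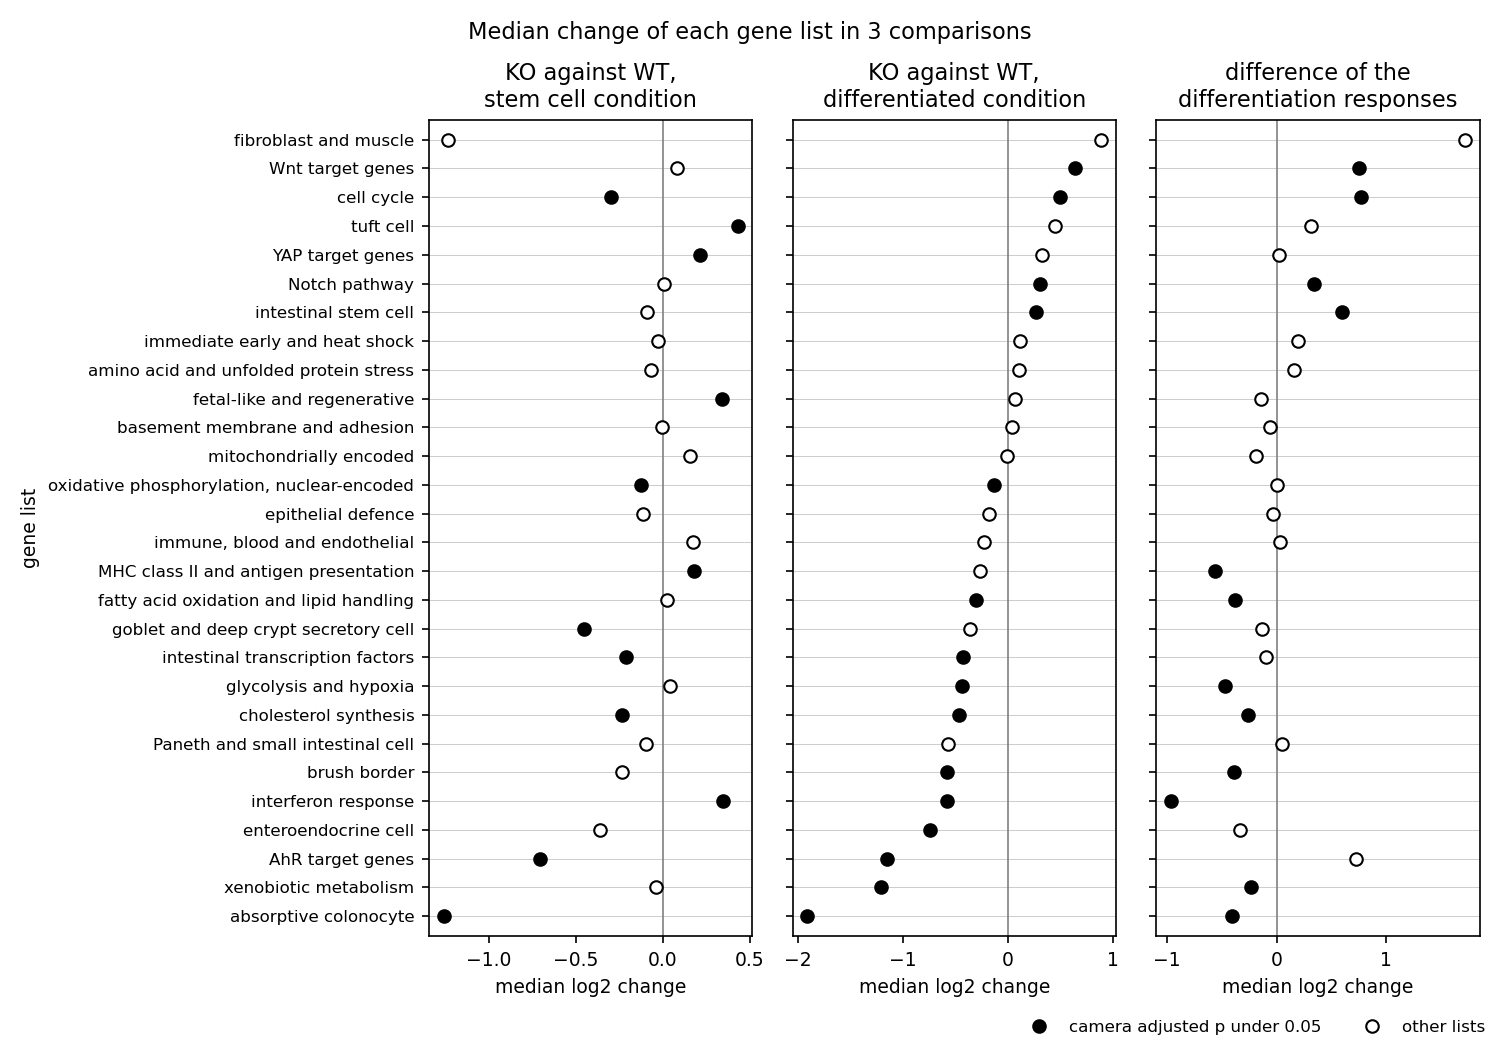
Median log2 change of each of the 28 gene lists in KO against WT in the stem cell condition and in the differentiated condition, and of the difference between the differentiation responses, with filled points for camera adjusted p under 0.05.

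Withdrawal of Wnt-3A in WT organoids was compared with the stem cell condition to give the differentiation response of unmodified cells. Car1 rose from 173 to 84448 (log2 9.05 ± 0.45, adjusted p = 1.17e-08). Clca4a rose from 140.5 to 55508 (log2 8.64 ± 0.35, adjusted p = 2.38e-09). Dmbt1, a mucosal scavenger receptor gene, rose from 77 to 35041 (log2 8.86 ± 0.54, adjusted p = 5.03e-08). Slc26a3, the chloride-bicarbonate exchanger gene of colonocytes, rose from 2.58 to 1272 (log2 8.45 ± 0.66, adjusted p = 3.69e-07). Slc13a1, a sulfate transporter gene, rose from 1.86 ± 1.68 to 867 ± 251 (adjusted p = 1.29e-07). Acsbg1, an acyl-CoA synthetase gene, rose from 2.17 ± 3.77 to 1185 ± 135 (adjusted p = 2.23e-07). Prss30, a serine protease gene with 1 read in the WT stem libraries, rose from 0.385 ± 0.666 to 1598 ± 642 (adjusted p = 1.20e-08). Zg16, a lectin gene of goblet cells, had no reads in WT stem libraries and was at least 94.5-fold higher at 368 ± 155, and Aqp8 was at least 67.4-fold higher at 262 ± 169.5. Pla2g4c, a phospholipase A2 gene, fell from 281217 to 441 (log2 -9.27 ± 0.30, adjusted p = 5.45e-10), the largest fall among the named genes. The pentraxin gene Nptx2 (-5.94 ± 0.35, adjusted p = 4.41e-08) and the calcium sensor gene Vsnl1 (-6.16 ± 0.50, adjusted p = 5.24e-07) fell. The Wnt-binding gene Sfrp1 (-5.59 ± 0.56, adjusted p = 2.96e-06) and the stem cell gene Tnfrsf19 (-5.20 ± 0.30, adjusted p = 3.40e-08) fell as well. Rgcc fell from 90.1 ± 56.1 to 1.01 ± 1.16 (adjusted p = 1.33e-05), and D13Ertd608e was at least 14.2-fold lower, with no reads after differentiation. In all, 10732 genes were called, 5397 up and 5335 down, 4808 of them changed over 2-fold, and the count was between 10085 and 10780 without any 1 of the 6 WT libraries.

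Proliferation genes fell throughout: in the cell cycle list 0 of 30 rose and 30 fell (0 and 30 adjusted over the list alone). Its median was -3.75 (camera adjusted p = 1.87e-15, adjusted p = 0.378 with an estimated correlation). Examples were Bub1 from 3244 to 115 (log2 -4.81 ± 0.12, adjusted p = 3.25e-10), Ccna2 (-4.66 ± 0.18, adjusted p = 1.61e-09) and Mki67 (-3.66 ± 0.24, adjusted p = 8.15e-08). In the Wnt target list 1 of 16 rose and 13 fell (1 and 14 adjusted over the list alone). Its median was -1.29 (camera adjusted p = 0.00264, adjusted p = 0.378 with an estimated correlation). Among them Axin2 (-1.67 ± 0.13, adjusted p = 4.72e-07), Ascl2 (-3.75 ± 0.18, adjusted p = 8.42e-09) and Lgr5 (-1.38 ± 0.32, adjusted p = 0.00211) were lower and Mycn (3.24 ± 0.34, adjusted p = 4.20e-06) higher. In the absorptive colonocyte list 22 of 29 rose and 2 fell (22 and 2 adjusted over the list alone). Its median was 4.47 (camera adjusted p = 1.28e-05, adjusted p = 0.378 with an estimated correlation), with Krt20 rising from 243 to 27100.0 (log2 6.91 ± 0.44, adjusted p = 7.38e-08). In the brush border list 18 of 20 rose and 1 fell (18 and 1 adjusted over the list alone). Its median was 1.34 (camera adjusted p = 1.16e-04, adjusted p = 0.378 with an estimated correlation). In the goblet and deep crypt secretory cell list 17 of 21 rose and 2 fell (17 and 2 adjusted over the list alone). Its median was 3.12 (camera adjusted p = 0.00114, adjusted p = 0.378 with an estimated correlation). In the enteroendocrine list 9 of 11 rose and 0 fell (9 and 0 adjusted over the list alone). Its median was 2.97 (camera adjusted p = 0.00595, adjusted p = 0.378 with an estimated correlation), and with members without reads at their bound the median was 2.17. In the Paneth and small intestinal cell list 8 of 9 rose and 1 fell (8 and 1 adjusted over the list alone). Its median was 3.32 (camera adjusted p = 0.0167, adjusted p = 0.378 with an estimated correlation).

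In the intestinal transcription factor list 20 of 28 rose and 0 fell (20 and 0 adjusted over the list alone). Its median was 0.79 (camera adjusted p = 1.04e-04, adjusted p = 0.378 with an estimated correlation). In the epithelial defence list 17 of 21 rose and 3 fell (17 and 3 adjusted over the list alone). Its median was 2.17 (camera adjusted p = 0.00124, adjusted p = 0.378 with an estimated correlation). In the xenobiotic metabolism list 19 of 28 rose and 5 fell (21 and 5 adjusted over the list alone). Its median was 2.11 (camera adjusted p = 8.56e-04, adjusted p = 0.441 with an estimated correlation). Among them Cyp4f14 (6.36 ± 0.39, adjusted p = 6.01e-08) was higher, while Cyp1b1 fell from 8144 to 629 (log2 -3.69 ± 0.23, adjusted p = 7.09e-08). In the fatty acid oxidation and lipid handling list 17 of 26 rose and 2 fell (18 and 2 adjusted over the list alone). Its median was 0.78 (camera adjusted p = 7.70e-04, adjusted p = 0.378 with an estimated correlation). In the basement membrane and adhesion list 14 of 19 rose and 1 fell (14 and 1 adjusted over the list alone). Its median was 0.94 (camera adjusted p = 8.04e-04, adjusted p = 0.378 with an estimated correlation). In the nuclear-encoded oxidative phosphorylation list 0 of 28 rose and 27 fell (0 and 28 adjusted over the list alone). Its median was -0.65 (camera adjusted p = 1.34e-07, adjusted p = 0.378 with an estimated correlation). In the mitochondrially encoded list 9 of 13 rose and 0 fell (9 and 0 adjusted over the list alone). Its median was 0.64 (camera adjusted p = 0.0335, adjusted p = 0.441 with an estimated correlation), and the call was lost without WT stem library 2 (adjusted p = 0.0634) or WT differentiated library 2 (adjusted p = 0.059). In the amino acid and unfolded protein stress list 4 of 22 rose and 15 fell (4 and 15 adjusted over the list alone). Its median was -1.14 (camera adjusted p = 0.00124, adjusted p = 0.378 with an estimated correlation). Without WT stem library 1, camera also called the YAP target list (adjusted p = 0.0348, against 0.125 with it). The glycolysis and hypoxia list was called as well (median -0.58, adjusted p = 0.0133, against 0.548 with it). Mean and median differed in sign for the tuft cell, fetal-like and MHC class II lists, none of them called.

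KO organoids were compared between conditions in the same way. Car1 rose from 14.3 to 18522 (log2 10.15 ± 0.45, adjusted p = 1.02e-08). Guca2a rose from 2.58 to 1530.3 (log2 8.62 ± 0.42, adjusted p = 1.57e-08). Aldh1a3, a retinoic acid synthesis gene, rose from 52.8 to 31973 (log2 9.23 ± 0.28, adjusted p = 1.46e-09). Il18rap, an interleukin-18 receptor subunit gene, rose from 7.29 to 2911 (log2 8.83 ± 0.80, adjusted p = 1.83e-06). Clca4b rose from 3.37 to 2608 (log2 9.30 ± 0.43, adjusted p = 1.17e-08). Cyp2c55 rose from 2.99 to 1300.0 (log2 8.17 ± 0.57, adjusted p = 2.30e-07), and both have close paralogs. Pla2g4c fell from 217033 to 365 (log2 -9.27 ± 0.30, adjusted p = 1.91e-09). Gdf10, a growth factor gene, fell from 167 ± 26.8 to 0.811 ± 0.717 (adjusted p = 2.00e-07). Gvin1, an interferon-inducible GTPase gene, fell from 589.5 to 21.7 (log2 -5.88 ± 1.72, adjusted p = 0.00981). Cnfn was at least 21.2-fold lower, with no reads in differentiated KO libraries. In all, 10059 genes were called, 5069 up and 4990 down, 3930 of them changed over 2-fold, and the count was between 9267 and 9643 without any 1 of the 6 KO libraries, and 10743 when WT stem library 1 was left out of the shared fit. KO libraries with the same number in both conditions had correlated residuals, and a fit with number as a block within genotype called 10202 genes.

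In the cell cycle list 0 of 30 rose and 30 fell (0 and 30 adjusted over the list alone). Its median was -3.07 (camera adjusted p = 3.45e-16, adjusted p = 0.447 with an estimated correlation). Among them Bub1 (-3.91 ± 0.12, adjusted p = 1.58e-09) and Mki67 (-2.99 ± 0.24, adjusted p = 6.22e-07) were lower. In the absorptive colonocyte list 22 of 29 rose and 3 fell (22 and 3 adjusted over the list alone). Its median was 3.85 (camera adjusted p = 9.81e-05, adjusted p = 0.457 with an estimated correlation). In the brush border list 13 of 20 rose and 2 fell (13 and 2 adjusted over the list alone). Its median was 0.86 (camera adjusted p = 0.00237, adjusted p = 0.457 with an estimated correlation). In the goblet and deep crypt secretory cell list 17 of 21 rose and 2 fell (17 and 2 adjusted over the list alone). Its median was 2.74 (camera adjusted p = 4.25e-04, adjusted p = 0.447 with an estimated correlation). In the enteroendocrine list 10 of 11 rose and 0 fell (10 and 0 adjusted over the list alone). Its median was 2.47 (camera adjusted p = 0.00644, adjusted p = 0.447 with an estimated correlation), the median being 1.87 with members without reads at their bound. In the Paneth and small intestinal cell list 7 of 9 rose and 0 fell (7 and 0 adjusted over the list alone). Its median was 2.88 (camera adjusted p = 0.00651, adjusted p = 0.447 with an estimated correlation). In the intestinal transcription factor list 20 of 28 rose and 1 fell (21 and 1 adjusted over the list alone). Its median was 0.78 (camera adjusted p = 9.81e-05, adjusted p = 0.447 with an estimated correlation). In the xenobiotic metabolism list 19 of 28 rose and 4 fell (19 and 4 adjusted over the list alone). Its median was 1.94 (camera adjusted p = 0.00119, adjusted p = 0.457 with an estimated correlation). In the epithelial defence list 16 of 21 rose and 4 fell (16 and 4 adjusted over the list alone). Its median was 2.22 (camera adjusted p = 0.0015, adjusted p = 0.447 with an estimated correlation). In the basement membrane and adhesion list 13 of 19 rose and 2 fell (14 and 2 adjusted over the list alone). Its median was 0.95 (camera adjusted p = 3.70e-04, adjusted p = 0.447 with an estimated correlation). In the YAP target list 12 of 23 rose and 2 fell (12 and 2 adjusted over the list alone). Its median was 0.44 (camera adjusted p = 0.0343, adjusted p = 0.515 with an estimated correlation). The call was lost for the list YAP target genes, differentiated vs stem, KO (adjusted p = 0.0661 and 0.123 without KO stem library 3 or KO differentiated library 1).

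In the interferon response list of KO organoids 4 of 32 rose and 24 fell (5 and 25 adjusted over the list alone). Its median was -0.77 (camera adjusted p = 3.70e-04, adjusted p = 0.457 with an estimated correlation). In the cholesterol synthesis list 2 of 22 rose and 16 fell (2 and 16 adjusted over the list alone). Its median was -0.64 (camera adjusted p = 0.00442, adjusted p = 0.552 with an estimated correlation). In the glycolysis and hypoxia list 0 of 23 rose and 14 fell (0 and 14 adjusted over the list alone). Its median was -0.70 (camera adjusted p = 0.0112, adjusted p = 0.622 with an estimated correlation). In the nuclear-encoded oxidative phosphorylation list 0 of 28 rose and 27 fell (0 and 27 adjusted over the list alone). Its median was -0.66 (camera adjusted p = 4.60e-09, adjusted p = 0.447 with an estimated correlation). In the amino acid and unfolded protein stress list 2 of 22 rose and 15 fell (2 and 15 adjusted over the list alone). Its median was -1.08 (camera adjusted p = 3.29e-04, adjusted p = 0.447 with an estimated correlation). The Wnt target list stood at the threshold: 2 of 16 rose and 9 fell (2 and 9 adjusted over the list alone). Its median was -0.61 (camera adjusted p = 0.05, adjusted p = 0.457 with an estimated correlation), and the block within genotype gave adjusted p = 0.0342. The fatty acid oxidation list had a median of 0.48 (camera adjusted p = 0.05), and both lists were called without KO differentiated library 1. The latter list was also called without KO stem library 1 or 2. The intestinal stem cell list had a median of 0.21 and a mean of -0.06 and was not called, nor was the fibroblast list, with a median of 0.21 and a mean of -0.08.

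The interaction asked whether differentiation changed genes differently in KO and WT organoids. Ascl2 fell by less in KO, with log2 changes of -3.75 in WT and -1.97 in KO (difference 1.78 ± 0.26, adjusted p = 0.00975). Fabp2 rose by less in KO (difference -3.62 ± 0.54, adjusted p = 0.0098), from 2.82 ± 1.58 to 659 ± 182 in WT and from 4.44 ± 0.39 to 82.6 ± 32.9 in KO. Mcam, a cell adhesion gene, and Zbtb10, a zinc finger gene, had differences of 2.26 ± 0.39, adjusted p = 0.0122 and 2.21 ± 0.33, adjusted p = 0.0098. These 4 genes were called without any 1 library. Other genes named by the rule had differences of 2.23 (Rgs5), 2.07 (Chst11), -4.21 (Ptpn5), -3.60 (Ces1d) and -3.23 (Ryr2), but lost their calls without 1 of 10, 5, 6, 4 and 3 libraries (highest adjusted p = 0.104, 0.0626, 0.0773, 0.0729 and 0.0667). Of the panel, Axin2 and Cdx1 had differences of 0.69 and 1.49 (adjusted p = 0.0466 and 0.0204, lost without 1 of 11 and 3 libraries, highest adjusted p = 0.118 and 0.0533), and the block within genotype ended the call of Axin2 (adjusted p = 0.0701). In all, 1292 genes were called, 760 with a higher response in KO and 532 with a lower one, and 268 differed over 2-fold. Single libraries moved this count: it was 420, 459 and 794 without KO stem library 1, 2 or 3, 524, 843 and 342 without WT differentiated library 1, 2 or 3, and 739 without KO differentiated library 2.

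Members of several lists responded differently in KO. In the cell cycle list 16 of 30 had a higher response in KO and 0 a lower one (24 and 0 adjusted over the list alone). Its median was 0.77 (camera adjusted p = 6.90e-12, adjusted p = 0.444 with an estimated correlation). In the intestinal stem cell list 6 of 18 had a higher response in KO and 1 a lower one (8 and 2 adjusted over the list alone). Its median was 0.59 (camera adjusted p = 0.00379, adjusted p = 0.406 with an estimated correlation). In the Wnt target list 3 of 16 had a higher response in KO and 0 a lower one (5 and 0 adjusted over the list alone). Its median was 0.75 (camera adjusted p = 4.56e-04, adjusted p = 0.406 with an estimated correlation). In the interferon response list 0 of 32 had a higher response in KO and 21 a lower one (0 and 28 adjusted over the list alone). Its median was -0.97 (camera adjusted p = 1.02e-20, adjusted p = 0.334 with an estimated correlation). In the MHC class II and antigen presentation list 0 of 13 had a higher response in KO and 4 a lower one (0 and 7 adjusted over the list alone). Its median was -0.56 (camera adjusted p = 4.56e-04, adjusted p = 0.444 with an estimated correlation). In the fatty acid oxidation and lipid handling list 0 of 26 had a higher response in KO and 5 a lower one (0 and 11 adjusted over the list alone). Its median was -0.38 (camera adjusted p = 5.46e-08, adjusted p = 0.334 with an estimated correlation). In the brush border list 0 of 20 had a higher response in KO and 4 a lower one (0 and 7 adjusted over the list alone). Its median was -0.39 (camera adjusted p = 4.56e-04, adjusted p = 0.787 with an estimated correlation), and -0.24 without WT stem library 1. In the absorptive colonocyte list 0 of 29 had a higher response in KO and 3 a lower one (0 and 5 adjusted over the list alone). Its median was -0.41 (camera adjusted p = 0.00904, adjusted p = 0.787 with an estimated correlation). This call was lost for the list absorptive colonocyte, interaction (adjusted p = 0.0769 and 0.171 without WT stem library 1 or KO differentiated library 1).

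In the xenobiotic metabolism list 2 of 28 had a higher response in KO and 4 a lower one (3 and 10 adjusted over the list alone). Its median was -0.24 (camera adjusted p = 0.028, adjusted p = 0.787 with an estimated correlation). The call was lost for the list xenobiotic metabolism, interaction (adjusted p = 0.12, 0.0682, 0.0837 and 0.203 without WT stem library 1, KO stem library 1, WT differentiated library 3 or KO differentiated library 1), and with quantile normalization (adjusted p = 0.0735). In the Notch pathway list 2 of 15 had a higher response in KO and 0 a lower one (2 and 0 adjusted over the list alone). Its median was 0.34 (camera adjusted p = 0.0334, adjusted p = 0.787 with an estimated correlation). A call was lost for the list Notch pathway, interaction (adjusted p = 0.0517, 0.0696 and 0.171 without WT stem library 1, WT differentiated library 3 or KO differentiated library 1). In the cholesterol synthesis list 0 of 22 had a higher response in KO and 0 a lower one (0 and 0 adjusted over the list alone). Its median was -0.26 (camera adjusted p = 0.00195, adjusted p = 0.787 with an estimated correlation), lost without KO differentiated library 1 (adjusted p = 0.171). In the glycolysis and hypoxia list 0 of 23 had a higher response in KO and 0 a lower one (0 and 0 adjusted over the list alone). Its median was -0.48 (camera adjusted p = 4.56e-04, adjusted p = 0.787 with an estimated correlation), lost without WT stem library 1 (adjusted p = 0.0719). Without WT stem library 1 the amino acid and unfolded protein stress list and the mitochondrially encoded list were called (adjusted p = 0.00731 and 0.0235, against 0.155 and 0.11 with it).

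Over the 10732 genes called in WT, the least-squares slope of the KO response on the WT response was 0.848 (r = 0.943 across genes, which are not independent replicates), and the KO response was the smaller for 74.2% of them. Over genes called in either genotype it was the smaller for 66.2% (64.3% to 69.7% without any 1 library). The slope lay between 0.818 and 0.865 when any 1 library was left out. With genes chosen by their call in KO instead, the slope of the WT response on the KO response was 0.996 (0.968 to 1.01 without any 1 library). Genes called in both genotypes numbered 8759, of which 43 moved in opposite directions.

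**Figure D4:**
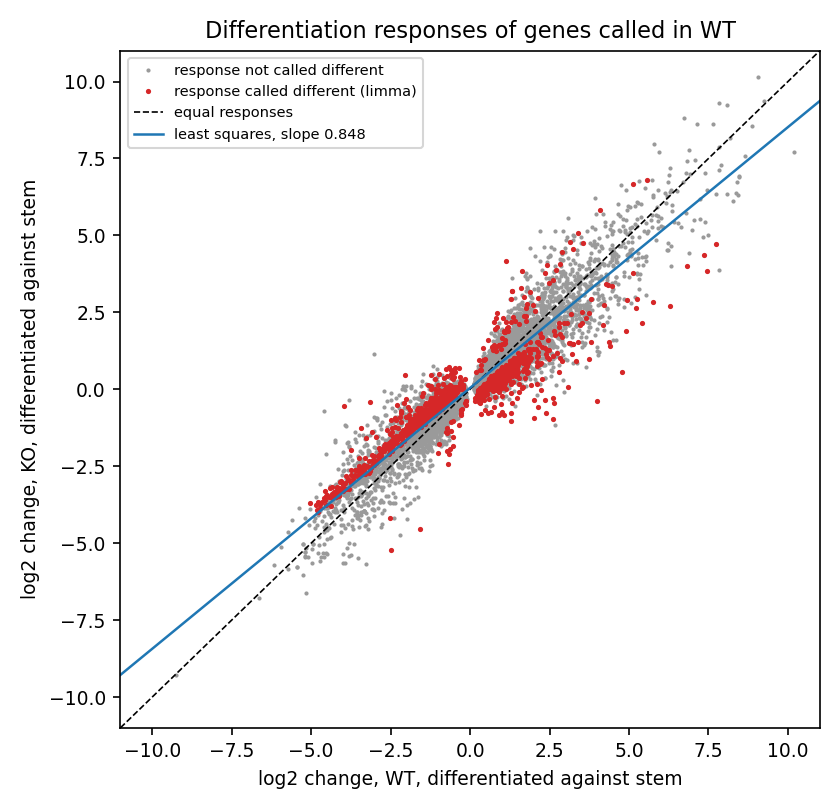
Log2 response to differentiation in KO (vertical) against WT (horizontal) for the 10732 genes called in WT, with interaction genes in red, a dashed line of equal response and the least-squares line.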

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

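The tests of pseudogenes, of another cell type or organism and of position around Ahr were chosen only after the results were seen, as were the test of scaling on recovered reads and the count of splits that keep the KO pairs, while the other tests on scaling, single libraries and splits were set beforehand. The results below stood out because the differentiation response of KO organoids differed from that of WT organoids in the test of the interaction.

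The interaction called 1292 genes. Of 100 drawn splits of the genotypes within each condition, 2 gave as many, the real one included. The highest other (3012 genes) kept the real differentiated groups, so it holds their genotype effect. It parted KO pairs, and of the 28 splits that keep these pairs only the real one gave as many (highest other 1). Splits that mix genotypes hold the genotype effect in their spread, so they cannot decide on chance. The responses of Mcam, Rgs5, Zbtb10 and Chst11 were higher in KO by 2.26, 2.23, 2.21 and 2.07 on the log2 scale, and those of Ascl2, Cdx1 and Axin2 by 1.78, 1.49 and 0.69. Those of Ptpn5, Fabp2, Ces1d and Ryr2 differed by -4.21, -3.62, -3.60 and -3.23. Rgs5, Chst11, Ptpn5, Ces1d, Ryr2, Axin2 and Cdx1 lost their calls without some single library (highest adjusted p = 0.104, 0.0626, 0.0773, 0.0729, 0.0667, 0.118 and 0.0533). Lists with a higher median response in KO were cell cycle (0.77), Wnt target genes (0.75), intestinal stem cell (0.59) and Notch pathway (0.34). Lists with a lower one were interferon response (-0.97), MHC class II and antigen presentation (-0.56), glycolysis and hypoxia (-0.48), absorptive colonocyte (-0.41), brush border (-0.39), fatty acid oxidation and lipid handling (-0.38), cholesterol synthesis (-0.26) and xenobiotic metabolism (-0.24). None of these lists was called with an estimated correlation, and the xenobiotic, absorptive colonocyte, Notch, cholesterol and glycolysis lists lost their calls without single libraries, as given above.

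The smaller response of KO organoids, with a slope of 0.848 on the WT response, was weighed against 4 technical explanations. KO differentiated library 1 alone, foreign transcripts in WT stem library 1 and the authors' scaling would each need a slope of at least 0.95 once removed. It was 0.865, 0.864 and 0.870, which cannot decide, as other splits keeping KO pairs fell to 0.874. Over genes called in either genotype KO responded less for 66.2%. The reverse slope over genes called in KO was 0.996 (0.968 to 1.01 without any 1 library), so choosing genes by WT response stays open. Of 100 drawn splits 12, the real one included, gave a slope as low (lowest other 0.717), but the other 11 parted KO libraries that share a number. Of the 28 splits that keep these pairs only the real one did (lowest other 0.874), though some of the 28 part WT libraries that share a number. The answer on chance thus depends on the splits counted. A weaker differentiation of AhR-deficient organoids, the biological difference in the design, stays possible but untested.

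Transcripts of fibroblast type in WT stem library 1 were weighed next, because Vim reached 13196 and Col1a1 4788 normalized counts there. Depth or scaling moves all genes alike and is argued against: in recovered reads the summed fibroblast list changed by 7.72 on the log2 scale over the median protein-coding gene (highest elsewhere 3.15, in KO stem library 3), while the median of the deposited values, 0.0398 (highest elsewhere 0.0158), was centred beforehand. Cells of another mouse cell type are argued against by 1.63 processed pseudogenes per protein-coding gene among those at least 10-fold up, where comparisons between the culture conditions gave at most 0.0463 by group and 0.116 by single library, and by Dcn and Lum at 0, although single libraries against their mates reached a ratio of 8 on at most 14 pseudogenes and 9 coding genes. A candidate explanation is reads of another organism that align to mouse genes and pseudogenes, since 286 processed pseudogenes were at least 10-fold up there and at most 14 in any other library. KO stem library 3 held the same transcripts at lower levels (Vim 356, Col1a1 159), and no biological explanation was tested beside these technical ones, as the design names none.

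Genes changed over 2-fold the same way in KO in both conditions were weighed for position, since the KO allele may carry another strain's segment around Ahr. Within 20 Mb of Ahr, 10 of 119 tested genes (8.40%) were of this kind, against 180 of 14687 elsewhere (1.23%), an odds ratio of 7.39 (95% CI 3.39 to 14.4, Fisher's exact p = 3.03e-06); they were Trib2, Atp6v1c2, Gm10479, 1700030C10Rik, Gm4419, Gm10330, Mboat2, Rps7, Prkar2b and Pik3cg, named after their values were seen. A linked segment is a candidate explanation for these 10 genes, though Rps7 shares reads with many pseudogenes. Regulation by AhR without regard to position stays open for the 180 genes elsewhere. The largest number in a 10 Mb window, 5 (p = 0.767, 10000 permutations), cannot decide, as it ignores how many genes a window holds. The labels state 1 strain and no breeding history, so the explanations cannot be separated near Ahr. Strain differences elsewhere were not tested, as at Gm16867 and Gm27177 on chromosome 14, the largest rises.

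Splits of the samples were counted for the other results too. For each comparison of 3 against 3 libraries the 10 possible splits are too few for a share under 0.05: the real counts were 976, 4103, 10732 and 10059, 1 split of 10 (the real one) gave as many in each, and the highest others were 1, 1, 0 and 0. Splits cannot test the overlap of 477 genes, as mixed KO and WT groups called at most 1 gene. The highest other overlap was 1 in 100 drawn splits and 0 in the 28 keeping KO pairs.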

How the results depend on the processing

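The tests without WT stem library 1 in comparisons that do not hold it, and those without it and KO differentiated library 1, were chosen only after the results were seen, and the other alternatives were planned.

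Pseudocounts of 0.5 and 5, a mean of at least 50, recomputed size factors, quantile normalization, a robust spread and edgeR left the 5 counts of called genes, the overlap and the slope within 1.5 times their values. With no filter the interaction count was 750 (26118 genes tested). DESeq2 called 1984 genes in the stem cell condition and 2439 in the interaction, with 843 in the overlap of KO vs WT calls between the 2 conditions. A fit of only the groups compared called 297 in the stem cell condition and gave an overlap of 215, with fewer libraries behind the spread. The added limit of 2-fold gave 342, 940, 4808, 3930 and 268 genes in the order stem cell, differentiated, WT response, KO response and interaction, and an overlap of 190, as its construction implies. Left out from every fit, WT stem library 1 gave an overlap of 763, and with KO differentiated library 1 also left out the stem cell count was 2664 and the overlap 1208. For these changes, other than the 2-fold limit, the cause was not tested.

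The replicate number as a block over both genotypes gave 1486 genes in the stem cell condition, 2141 in the interaction and an overlap of KO vs WT calls between the 2 conditions of 718. Whether numbers pair the samples was read from residual correlations of libraries with the same number. They were 0.286, 0.191 and 0.256 between KO stem and KO differentiated libraries, 0.107, 0.0552 and 0.145 between the WT libraries, 0.157, 0.0571 and -0.0139 between genotypes in the stem cell condition and -0.0104, -0.0511 and 0.0837 in the differentiated condition. Pairing was not part of the chosen model, and the block within genotype called 10202 genes in KO against 10059 and 1347 in the interaction against 1292, and called the Wnt target list in KO (adjusted p = 0.0342 against 0.05). Of the named genes' results it made 4 newly called and 6 no longer called (Axin2, Cdhr2, Slc9a3r1, Isx, H2-D1 and Cpt1a, in the interaction).

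Leaving out each of the 6 libraries compared gave 363 to 1365 genes in the stem cell condition and 2233 to 3643 in the differentiated condition, and leaving out each of the 12 gave 342 to 1603 in the interaction and an overlap of 246 to 763. The WT and KO responses had counts of 10085 to 10780 and 9267 to 9643 without any 1 of their own 6 libraries, and the slope lay between 0.818 and 0.865 over the 12. With WT stem library 1 left out of the shared fit, the KO response count was 10743 and that of the differentiated condition 5699. The glycolysis and hypoxia list reversed in KO against WT in the stem cell condition: its median of 0.04 became -0.30 without WT stem library 1 (adjusted p = 0.00168) and stayed there without both libraries (adjusted p = 3.45e-05), over a range of -0.30 to 0.27 among all alternatives; the cause was not tested.

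Of the named genes' results, DESeq2 left 580 on their side of the threshold, with 8 newly called and 8 no longer called, and edgeR left 572, with 3 newly called and 31 no longer called. Quantile normalization left 576, with 1 newly called and 29 no longer called.

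In simulated data with reads drawn at the depth of these libraries and 200 genes changed, the test found 59.7% of genes changed 1.5-fold, 79.7% of those changed 2-fold and 98.4% of those changed 4-fold in the stem cell comparison, and 44.9%, 76.2% and 95.6% in the differentiated one. It called 7 and 5 unchanged genes.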

Other observations

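The Reactome sets were looked at only after the results above were seen, and no hypothesis was tested on them.

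Among 827 Reactome sets, matched for 93.5% of the genes tested, ribosomal protein genes moved together on differentiation. Of the 85 measured genes of the set Eukaryotic Translation Elongation, 83 fell in WT with a mean log2 change of -0.94 (camera adjusted p = 5.68e-21, and adjusted p = 0.209 with an estimated correlation), and 83 fell in KO with a mean of -0.63 (adjusted p = 1.33e-17, and adjusted p = 0.261 with an estimated correlation). The interaction had 45 of them with a higher response in KO, at a mean of 0.32 (adjusted p = 5.13e-23, and adjusted p = 0.266 with an estimated correlation). In stem organoids KO against WT had a mean of -0.12 (adjusted p = 6.10e-06, and adjusted p = 0.546 with an estimated correlation), with 1 gene called, and in differentiated organoids 58 rose and 1 fell in KO against WT, at a mean of 0.20 (adjusted p = 2.44e-13, and adjusted p = 0.405 with an estimated correlation). Ribosomal protein genes share reads with many pseudogenes, so these values are uncertain.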
